A study of Mus musculus with 25 samples.

How the data were processed

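CD8+ T cells that had infiltrated B16F10 tumours, a transplanted mouse melanoma, were profiled by bulk RNA sequencing from C57BL/6 mice of 4 genotypes: 16 wild-type libraries, 3 lacking Prdm1 (Prdm1 cKO), 3 lacking c-Maf (c-Maf cKO) and 3 lacking both (Prdm1/c-Maf cDKO). A cKO is a conditional knockout, in which a gene is removed in chosen cells. Per the labels' protocols, a lysate of a small bulk of cells was cleaned with magnetic beads and turned into libraries by an adapted SMART-Seq 2 method, which amplifies full-length cDNA from very little RNA. Per the submitters' processing notes, reads were handled with TopHat, RSEM and DESeq on the mouse build mm9; versions, filters and the order of the steps are not given in the sources used here.

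The deposited table holds a normalised expression signal per gene symbol and library, made by the authors, whose scale is not stated. It has 23366 symbols with 2 decimals, of which 1933 are at 0 in all 25 libraries, and 0 columns beyond the libraries. Column totals run from 389650 to 475956, and median-of-ratios factors between columns from 0.976 to 1.053. Among values above 0, the 10th percentile was 0.42 in the quartile of genes with the shortest transcripts and 0.06 in the quartile with the longest, over 21732 symbols matched to transcript lengths, so low values scale with gene length as in length-scaled units. The values are not counts: the sequencing depth of each library is unknown, no counting interval or detection floor is given, and tests that need counts were not run. Genome coordinates are not printed because the reference annotation used for transcript lengths is GRCm38, a later build than mm9; gene names are those of the table. Signal of a gene with a near-identical copy, such as the haemoglobin and granzyme genes, can be split between copies by the authors' counting.

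Columns were assigned to genotypes by the genotype written in their names, and each library is named here by the code in its column name, such as A3. The names carry no replicate number. Read by letter and number, the codes run through the genotypes in the order of the sample list, but libraries were not matched to single samples by order. That order puts A1 and A2 of cDKO beside A3 to A6 and cuts across the column sets described below. The labels give no batch, sex, day, litter or deleting line and do not state whether libraries come from separate animals, so p-values measure the spread between libraries. In the table's column order, each knockout group stands beside its own run of wild-type columns. These runs were taken as 3 column sets, 1 candidate batch beside the letter of the code: set 1 holds 7 wild-type and 3 Prdm1 cKO libraries, set 2 holds 4 wild-type and 3 c-Maf cKO libraries, and set 3 holds 5 wild-type and 3 cDKO libraries. Values with the column set as covariate stand beside the pooled ones.

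Values were transformed as log2(value + 1). Fold changes are on this scale, which understates changes of low values. Genes with at least 1 in at least 3 libraries were tested, which left 12251. The plan set a minimum of 10 for normalised counts and of 1 for length-scaled units; 1 was taken because of the dependence on length, and 10 was run as an alternative. All 25 libraries were fitted in 1 linear model with limma 3.58.1 in R 4.3.3 (empirical Bayes with trend and robust options), with no covariate. From it came 7 contrasts: each knockout group against wild type, the 3 comparisons between knockout groups, and the departure from additivity (cDKO minus Prdm1 cKO minus c-Maf cKO plus wild type). A gene is called higher or lower at a Benjamini-Hochberg adjusted p under 0.05. Adjusted p-values of genes are from limma throughout, and errors of log2 fold changes are standard errors (SE). Prdm1 and Maf were also compared with wild type by an exact two-sided permutation test of the difference of means.

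In all, 28 gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, with Benjamini-Hochberg adjustment over the lists of a comparison, and again with the correlation estimated from the data. The second form allows for co-regulated genes and is far stricter. The fry rotation test was run as well and its values are not printed. The lists cover co-inhibitory receptors and ligands, ectonucleotidases and inhibitory cytokines, co-stimulatory receptors, cytotoxic effectors, effector cytokines, naive, memory and stem-like genes, effector and exhaustion transcription factors, tissue residency, chemokines and chemokine receptors, killer cell lectin-like receptors, S phase, G2 and M phase, interferon-stimulated, glycolysis, immediate early and heat shock, cytosolic ribosomal protein and mitochondrially encoded genes, and 11 sets of cell type markers. Mitochondrially encoded genes have 0 symbols in the table. A marker score is the mean log2 value of a marker list. Called members of a list are counted over all genes tested and, where stated, adjusted over the list alone. Under the alternatives the adjustment was over the 16 lists that are not cell type markers.

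The genes named were chosen by a rule. Prdm1 and Maf are always named. For each comparison with wild type these are the 8 genes with the largest log2 fold change per direction among those called, provided that every library of the smaller group lies on that side of the other group's median and that the mean in the higher group is above the median over tested genes; predicted and clone-named genes and antigen receptor segments are left out and counted as a class. In the other comparisons it is 3 per direction. Up to 4 members with the smallest p are named per list and comparison with wild type. Where fewer than 5 genes are called, the 5 with the smallest unadjusted p are named as not past the threshold. The comparisons, tests, gene lists, naming rule and most alternatives were set before the data were examined.

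Alternatives in that plan were pseudocounts of 0.5 and 10, no filter, a filter of 10 in 13 libraries, median-of-ratios, upper-quartile and quantile rescaling, only the groups compared, the number of detected genes as covariate, array weights, empirical Bayes without trend and robust options, and leaving out each library in turn. Alternatives added after the data were seen were the column set, the letter of the column code, sex read from Xist and Y-linked genes, and the melanoma, macrophage and erythroid marker scores as covariates, rescaling to the CD3 genes Cd3d, Cd3e and Cd3g, rescaling to an equal total without the ribosomal RNA gene Rn45s, and filters of 1 in 13 and of 10 in 3 libraries.

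Correlations and overlaps of comparisons that share the wild-type libraries were set against 100 simulated sets of unchanged groups and repeated over 20 random divisions of the wild-type libraries into 2 groups of 8. Permutation tests across wild-type libraries used 100000 resamples. The pipeline was tested on simulated data with 200 of 12251 genes changed: genes changed by 1 on the log2 scale were recovered in 79%, 70% and 74% and genes changed by 2 in 96%, 97% and 98% for cDKO, Prdm1 cKO and c-Maf cKO against wild type, with 3.85%, 3.47% and 4.97% of calls false. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for correlations, exact tests and plots.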

Results

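Expression was measured for 23366 gene symbols in 25 bulk libraries of tumour-infiltrating CD8+ T cells from 4 genotypes. Prdm1 encodes Blimp-1, a transcriptional repressor of effector lymphocytes, and Maf encodes c-Maf, a bZIP transcription factor. The study's title and design text ask how loss of either factor or of both changes gene expression of CD8+ T cells in the tumour. Each library had between 12749 and 15161 genes above 0. The nuclear ribosomal RNA gene Rn45s took 9.62% to 17.3% of a library's summed signal. Of all pairs of columns, 0 were identical. Within the wild type, 337 genes differed between the 3 column sets by limma; 1 of 100 random groupings of the wild-type libraries, the real one, reached this number, and the highest other gave 266. Comparisons are therefore also given with the column set as covariate, for lists in part.

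Prdm1 signal was low in the libraries in which it was to be deleted. It averaged 15.5 ± 5.31 in wild type (SD, n = 16, range 6.45 to 24.85), 2.93 ± 2.24 in Prdm1 cKO (n = 3, 18.9% of wild type) and 3.05 ± 1.77 in cDKO (n = 3, 19.6%). Both reductions had an exact permutation p of 0.00103, the smallest that the 969 splits allow. Against the wild-type libraries of the same column set the exact permutation p was 0.00833 over 120 splits for Prdm1 cKO (wild-type mean 13.1 ± 3.33, n = 7) and 0.0179 over 56 splits for cDKO (13.9 ± 5.68, n = 5). In c-Maf cKO Prdm1 averaged 17.0 ± 3.0 (exact permutation p = 0.539, n = 3, and p = 0.114 over 35 splits within its column set, where wild type averaged 21.7).

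Maf was close to the lower end of the scale in every group and was not tested genome-wide. It averaged 0.462 ± 0.30 in wild type (range 0.03 to 0.95, n = 16). The c-Maf cKO libraries B10 and B11 were at 0, but the library labelled c-Maf cKO C1 was at 0.93, within the wild-type range, so this group's mean of 0.31 was not separated from wild type (exact permutation p = 0.367, n = 3, and p = 0.914 within the column set). In cDKO Maf averaged 0.07 (range 0 to 0.18, 15.2% of wild type, exact permutation p = 0.0289, n = 3, and p = 0.107 within the column set). In Prdm1 cKO it ranged from 0.41 to 1.09 (exact permutation p = 0.100, n = 3, and p = 0.375 within the column set). Maf signal thus gives a weak check of the c-Maf cKO labels.

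**Figure D1:**
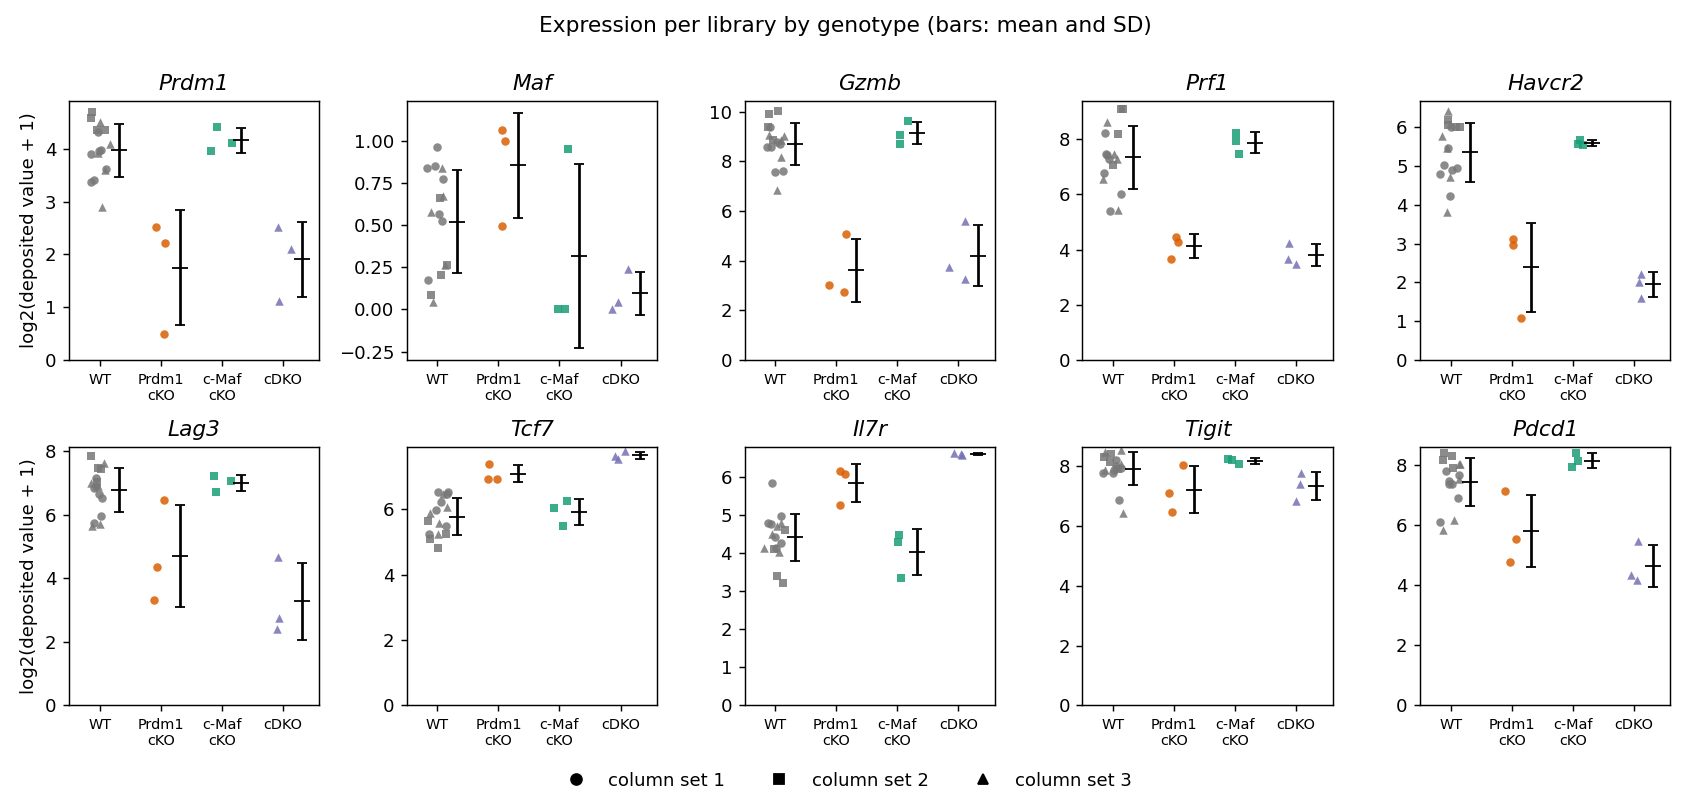
Expression per library as log2 of the deposited value + 1 (y axis) for 10 genes, by genotype (x axis), with marker shapes for the 3 column sets and bars for the mean and SD. Gzmb averaged 480 in wild type against 15 in Prdm1 cKO and 22.8 in cDKO.

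Prdm1/c-Maf cDKO against wild type. CD8+ T cells lacking both factors expressed far less of several killing genes and of several inhibitory receptors than wild-type cells. Granzyme B (Gzmb), perforin (Prf1), the chemokine genes Ccl3 and Ccl4, and the receptor genes Havcr2 (TIM-3), Lag3 and Pdcd1 (PD-1) were all lower. Higher were genes of naive and memory T cells: the transcription factors Tcf7, Lef1 and Satb1 and the IL-7 receptor Il7r. Most listed genes of DNA replication and mitosis were called lower and most ribosomal protein genes higher. The cytotoxic, co-inhibitory, cell cycle and ribosomal protein lists did not pass with an estimated correlation. Most of the cell cycle calls ended when rescaled to the CD3 genes. In numbers, limma called 1463 of 12251 genes, 624 higher and 839 lower; leaving out A2 gave 511 calls, leaving out A1 gave 738, and the column set as covariate gave 977, of which 785 were among the 1463. Rescaled to the CD3 genes, a setting that brings the median of all genes to 0.31, 946 were higher and 184 lower. Of 835 predicted, clone-named or receptor segment genes, 61 were called.

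Among the genes with the largest fall, Gzmb fell by 4.51 ± 0.55 on the log2 scale (adjusted p = 6.56e-05), from a mean of 480 in wild type to 22.8. Ccl3, a chemokine that draws monocytes and T cells, fell by 4.46 ± 0.63 (246 to 15.9, adjusted p = 0.000151). Serpinb9b, a granzyme inhibitor, had a log2 fold change of -4.51, the neuropeptide precursor Penk -3.76, the protease inhibitor Serpine2 -3.64 and Prf1 -3.54 (212 to 13.3). These 6 genes were past the threshold in all 44 alternatives, with adjusted p up to 0.0277. Granzymes C and E were also called. Gzmc fell by 4.68 (adjusted p = 0.0234), a call that ended without A1 (0.145) or A2 (0.172), with the column set (-2.80 ± 1.37, 0.245) and with the marker scores (-4.11 ± 1.53, 0.0987, against an SE of 1.32 before), in a range from 0.00103 to 0.245. Gzme was listed at 0 in all cDKO and all Prdm1 cKO libraries against a mean of 21.6 in wild type (adjusted p = 0.0224). This call ended without C2 (0.0686), A1 (0.0921) or A2 (0.108). It also ended with the column set (-3.01 ± 1.22, 0.146), the marker scores (-3.20 ± 1.18, 0.0925) and a pseudocount of 10 (-1.33, 0.104). In all, 37 of 43 alternatives were past the threshold, with p from 0.0033 to 0.146.

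Among the genes with the largest rise, Igfbp4, which encodes a binding protein of insulin-like growth factors, rose by 2.49 ± 0.48 (27.1 to 148, adjusted p = 0.0017). Apol11b, an apolipoprotein L gene, rose by 2.73, the scavenger receptor gene Cd163l1 by 2.22 and the actin regulator Fam101b by 2.21. The calls of these 4 genes held in all alternatives. Ramp3, a receptor activity modifying protein gene, rose by 2.35 (adjusted p = 0.0231; 0.135 without A1 and 0.202 without A2, range 0.000708 to 0.202). The haemoglobin gene Hbb-b1 rose by 4.70 ± 1.36 and the haem synthesis gene Alas2 by 2.67 ± 0.83, with adjusted p of 0.0259 and 0.0372. Alas2 was called in 35 of 43 alternatives and Hbb-b1 in 41 of 44. Without A1 the adjusted p was 0.109 for Hbb-b1 (4.58) and 0.173 for Alas2 (2.37), and without A2 0.175 (4.15) and 0.39 (1.63). The highest p of their alternatives, 0.661 and 0.987, came with the marker scores, of which the erythroid one holds both genes. With each gene left out of its own score the fold changes were 1.89 ± 1.34 (adjusted p = 0.425) and 0.14 ± 0.59 (adjusted p = 0.913).

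Of 19 co-inhibitory receptors and ligands, 8 were lower and 0 higher (1 higher and 10 lower adjusted over the list alone), with a median log2 fold change of -0.93 (camera adjusted p = 1.0e-05, and adjusted p = 0.165 with an estimated correlation). Havcr2 fell by 3.42 ± 0.44, Lag3 by 3.50 ± 0.52 and Pdcd1 by 2.79 ± 0.49, with calls in all 44 alternatives. Cd244, an inhibitory SLAM family receptor, fell by 2.28 ± 0.46 and lost its call only without A2 (adjusted p = 0.0529, range 1.51e-05 to 0.0529). Within the column set the list's median was -0.76 with 5 members lower, and with marker scores -0.96 with 6 lower. Of 17 cytotoxic effectors, 8 were lower and 1 higher (1 and 11 adjusted over the list alone, median -1.55, camera adjusted p = 6.2e-07, and adjusted p = 0.165 with an estimated correlation). Beside Gzmb and Prf1, the granule protein Nkg7 fell by 1.55 and the death ligand Fasl by 1.22; without A1 their adjusted p was 0.0572 and 0.146, the highest of their alternatives. The ectonucleotidase gene Entpd1 (CD39) fell by 3.13 ± 0.37 and the IL-10 receptor gene Il10ra by 1.70 ± 0.32, while Nt5e (CD73) rose by 1.70 ± 0.35. Among co-stimulatory receptors Tnfrsf9 (4-1BB) fell by 3.06 ± 0.49 and Tnfrsf4 (OX40) by 2.88 ± 0.51. The calls of Entpd1, Il10ra, Nt5e, Tnfrsf9 and Tnfrsf4 held in all alternatives.

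Naive, memory and stem-like genes moved together: 14 of 18 were higher and 0 lower (17 higher adjusted over the list alone), with a median of 1.5. This was the only list past the threshold in both forms of camera (adjusted p = 5.1e-18 with the preset and 0.0416 with the estimated correlation). Satb1 rose by 2.07 ± 0.29, Il7r by 2.19 ± 0.34 (22.5 to 97.0), Tcf7 by 1.87 ± 0.29 (58.0 to 201) and Lef1 by 1.99 ± 0.32, in all alternatives. With the column set as covariate 13 of the 18 were called and the median was 1.53. Of 19 effector and exhaustion transcription factors, 7 were lower (2 higher and 9 lower adjusted over the list alone, median -0.50, camera adjusted p = 0.000324, and adjusted p = 0.196 with an estimated correlation). Tox, which drives the exhaustion programme, fell by 1.82 ± 0.42, the nuclear receptor Nr4a2 by 1.85 ± 0.30 and the repressor Bhlhe40 by 1.34 ± 0.25, each in all 44 alternatives. Prdm1 is itself a member of this list.

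Of 16 chemokines and chemokine receptors, 9 were lower and 2 higher (3 higher and 10 lower adjusted over the list alone, median -1.53, camera adjusted p = 8.8e-05, and adjusted p = 0.165 with an estimated correlation; 9 lower within the column set). Ccl4 fell by 3.18 ± 0.45, the fractalkine receptor Cx3cr1 by 2.49 ± 0.47 and the chemerin receptor Ccrl2 by 1.97 ± 0.40. Of 11 tissue residency genes, 4 were lower and 1 higher (median -0.03, camera adjusted p = 0.477, and -0.41 with 0.0324 without C2): Cxcr6, which holds T cells in tissue, fell by 2.98 ± 0.47, while the integrin gene Itgae (CD103) rose by 1.86 ± 0.39. These 5 genes kept their calls in all alternatives. Of 6 effector cytokines only interferon gamma (Ifng) was called. It fell by 2.22 ± 0.55 (adjusted p = 0.01; 0.171 without A1, 0.106 without A2 and 0.0886 at -1.83 ± 0.64 with the column set, range 6.47e-05 to 0.171; list camera adjusted p = 0.514, and 0.0324 without C2).

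Both cell cycle lists were lower: 13 of 18 S phase genes (15 adjusted over the list alone, median -0.78, camera adjusted p = 6.2e-09) and 14 of 20 G2 and M phase genes (15; median -0.90, camera adjusted p = 3.5e-10), each with adjusted p = 0.165 with an estimated correlation. The mitotic motor gene Kif11 fell by 1.27 ± 0.26 in all alternatives. The helicase gene Mcm6 fell by 0.89 ± 0.21; without A1 its adjusted p was 0.0506, and rescaled to the CD3 genes 0.221 (-0.47 ± 0.24), the highest of its alternatives. Called members numbered 3 and 5 with the column set as covariate (medians -0.59 and -0.71) and 0 and 2 when rescaled to the CD3 genes (-0.37 and -0.51). Of 78 cytosolic ribosomal protein genes, 60 were higher and 2 lower (64 and 2 adjusted over the list alone), with a median of 0.49 (camera adjusted p = 8.5e-37, and adjusted p = 0.165 with an estimated correlation); 65 were higher within the column set.

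Ectonucleotidases and inhibitory cytokines had 2 of 9 members higher and 3 lower (median -0.58, camera adjusted p = 0.125). Co-stimulatory receptors had 1 of 11 higher and 4 lower, with a median of -0.25 (camera adjusted p = 0.0197, and adjusted p = 0.346 with an estimated correlation). Interferon-stimulated genes had 2 of 15 higher (median 0.48, camera adjusted p = 0.0134, and adjusted p = 0.381 with an estimated correlation), and immediate early and heat shock genes 3 of 16 higher (median 0.21, camera adjusted p = 0.0362, and adjusted p = 0.457 with an estimated correlation). Glycolysis genes had 2 of 16 lower, with a median of -0.24 (camera adjusted p = 0.0466, and adjusted p = 0.627 with an estimated correlation) that turned to 0.10 without C2. With the column set as covariate the glycolysis list no longer passed (median -0.05, 0.555, 1 lower). Rescaled to the CD3 genes, which brings the median of all genes to 0.31, the co-stimulatory and glycolysis medians read 0.13 and 0.18, so these values say nothing on direction. The glucose transporter Slc2a3 fell by 1.62 ± 0.28 in all alternatives. Killer cell lectin-like receptors had 1 of 11 higher and 1 lower (median -0.51, camera adjusted p = 0.212), but the list passed without C2 (-0.87, 0.00391, 3 lower) and when rescaled to the CD3 genes (-0.30, 0.00725). Without C2 interferon-stimulated genes no longer passed (0.103), nor did co-stimulatory receptors without A1 (0.115) and immediate early genes without A2 (0.227).

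**Figure D2:**
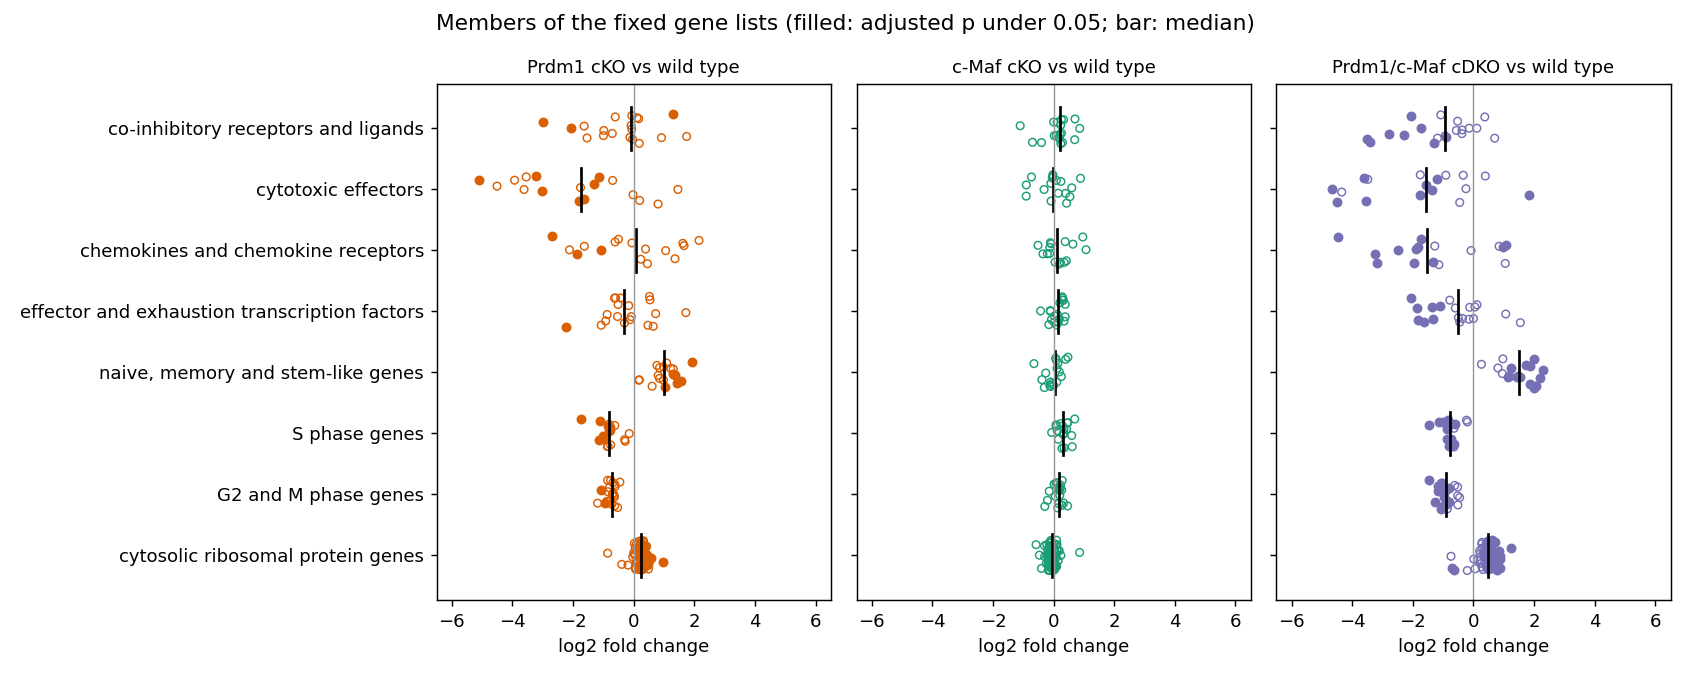
Log2 fold changes against wild type (x axis) of the members of 8 gene lists (y axis), per knockout group; filled points have an adjusted p under 0.05 and vertical bars are medians. The naive, memory and stem-like median is 1.5 in cDKO, 1.01 in Prdm1 cKO and 0.04 in c-Maf cKO. The co-inhibitory median of Prdm1 cKO, -0.08, reads 0.37 rescaled to the CD3 genes, which bring the median of all genes to 0.39. The S phase and G2 and M phase medians of c-Maf cKO, 0.33 and 0.18, turn to -0.12 and -0.34 with the column set.

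Markers of other cells were read alongside. The 5 erythroid genes had a median of 3.61 in cDKO (3 called, 5 adjusted over the list alone, camera adjusted p = 0.000369, and adjusted p = 0.165 with an estimated correlation). B cell markers had 2 of 4 members higher (median 0.67, camera adjusted p = 0.0618), and macrophage and monocyte markers 0 of 14 called (median -0.87, camera adjusted p = 0.0473, and adjusted p = 0.640 with an estimated correlation). Dendritic cell markers had 1 of 10 lower (median -0.84, camera adjusted p = 0.0466, and adjusted p = 0.381 with an estimated correlation), CD8 T cell markers 1 of 8 lower (median -0.29), CD4 and regulatory T cell markers 1 of 6 lower (median -0.06), and fibroblast and endothelium markers 1 of 3 higher (median -0.12, mean 0.26). Neutrophil markers (5, median 0.09), NK cell markers (4, median -0.48), melanoma markers (11, median 0.04) and the 1 gamma delta T cell marker tested (-0.03) had 0 members called by limma.

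**Figure D3:**
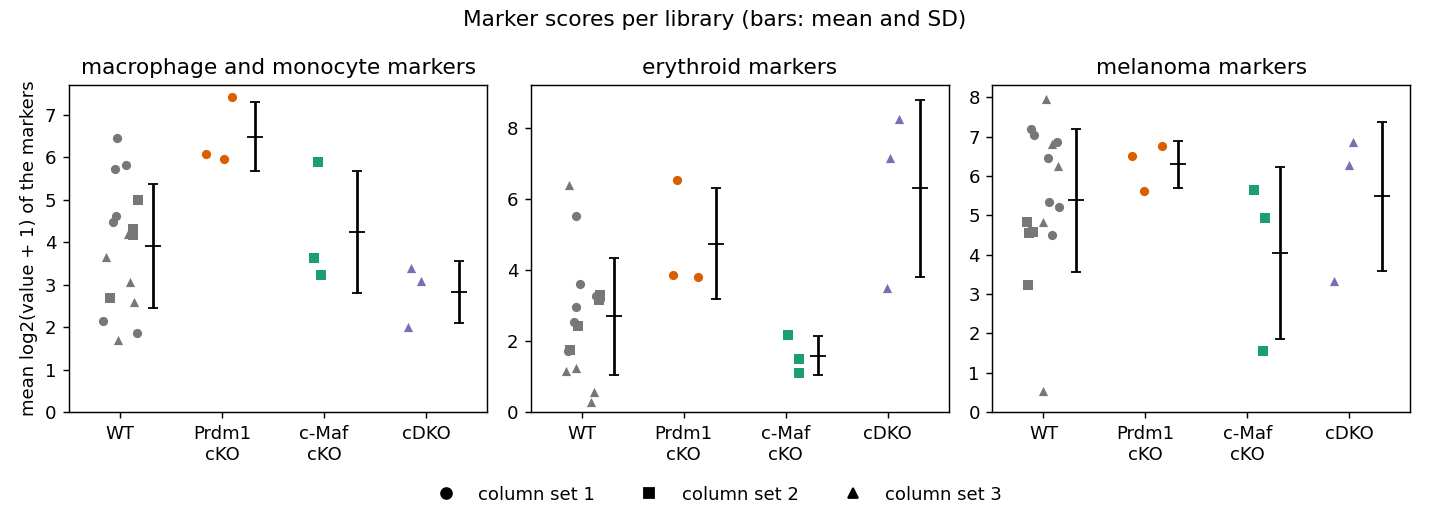
Marker scores per library, the mean log2 of value + 1 over the markers of macrophages and monocytes, erythroid cells and melanoma (y axis), by genotype (x axis), with marker shapes for the 3 column sets and bars for the mean and SD. The macrophage score averaged 6.48 in Prdm1 cKO against 3.90 in wild type and 2.83 in cDKO, and the erythroid score 6.29 in cDKO against 2.69 in wild type.

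Prdm1 cKO against wild type. Loss of Prdm1 alone went with lower granzymes and perforin, lower Havcr2 and lower Cxcr6, and with higher Tcf7, Id3 and Il7r, transcription factors and a cytokine receptor of memory and stem-like cells. S phase genes were lower with the preset but not with an estimated correlation, and their calls ended when rescaled to the CD3 genes. Jun, a subunit of the AP-1 transcription factor, was higher, a call that ended with the marker scores. A second group of higher genes is typical of macrophages: the secreted Retnla, the lectin Mgl2, the ribonuclease Ear2, the receptor Cd300ld and Emr1 (F4/80). In numbers, 423 genes were called, 194 higher and 229 lower, including 19 of the 835 genes of the unnamed class. The count was 78 without A9, 110 without A6, 664 without A4 and 689 without B3, 59 with the column set as covariate and 16 with the marker scores. Rescaled to the CD3 genes, which brings the median of all genes to 0.39, 597 were higher and 57 lower.

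Gzmb fell by 5.10 ± 0.55 (480 to 15, adjusted p = 2.98e-05), Havcr2 by 2.97 ± 0.44 (45.3 to 5.22, adjusted p = 0.000805) and the glucose transporter Slc2a3 fell by 1.88 ± 0.28 (adjusted p = 0.00075), in all 44 alternatives each. Gzma fell by 3.02 ± 0.47 (adjusted p = 0.0016), Prf1 by 3.22 ± 0.60 (0.00663), Serpinb9b by 4.69 ± 0.86 (0.00606) and the serpin gene Serpina3f fell by 2.36 ± 0.41 (0.00315). With the marker scores as covariates these 4 had adjusted p between 0.137 and 0.191, the highest of their alternatives, with fold changes that stayed negative in all 44: Gzma was at -2.32 ± 0.63, Prf1 at -2.93 ± 0.77, Serpinb9b at -4.49 ± 1.06 and Serpina3f at -2.03 ± 0.53, so the calls ended with smaller folds and wider errors. Prf1 was also at 0.0525 with the column letter as covariate (-2.83 ± 0.63). Cxcr6 fell by 2.68 ± 0.47 (adjusted p = 0.00396; 0.0514 without A6 and 0.0872 at -2.28 ± 0.49 with the marker scores, its highest). Ccl1, a chemokine gene, fell by 2.70 ± 0.66 (0.0274; 0.126 without A5, 0.123 without A6 and 0.118 at -2.51 ± 0.74 with the column set, range 0.0106 to 0.337). Jun rose by 1.76 ± 0.30 (0.0029, range 0.00108 to 0.202) and lost its call with the marker scores at 1.09 ± 0.32.

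Of the 17 cytotoxic effectors, 7 were lower (1 higher and 12 lower adjusted over the list alone, median -1.75, camera adjusted p = 3.6e-09, and adjusted p = 0.125 with an estimated correlation; median -1.56 with 3 lower within the column set). Naive, memory and stem-like genes had 6 of 18 higher (16 adjusted over the list alone, median 1.01, camera adjusted p = 4.2e-12, and adjusted p = 0.105 with an estimated correlation), and 0 called within the column set at a median of 0.94. Tcf7 rose by 1.31 ± 0.29, Id3 by 1.92 ± 0.44, Il7r by 1.41 ± 0.34 and the repressor Bach2 by 1.03. S phase genes had 10 of 18 lower (14 adjusted over the list alone, median -0.83, camera adjusted p = 4.2e-12, and adjusted p = 0.133 with an estimated correlation), with Mcm3 at -1.10 ± 0.23, and G2 and M phase genes 2 of 20 lower (17 adjusted over the list alone, median -0.71, camera adjusted p = 3.5e-10, and adjusted p = 0.222 with an estimated correlation). The calls of Tcf7, Id3, Il7r, Bach2 and Mcm3 ended without A6 (adjusted p 0.109, 0.0931, 0.126, 0.195 and 0.0762) and without A9 (0.068, 0.170, 0.156, 0.106 and 0.101). Each held in 37 to 39 of its alternatives with the sign kept in all; the highest p were 0.109, 0.460, 0.257, 0.219 and 0.257, the last 4 with the marker scores (1.02 ± 0.50, 1.28 ± 0.43, 1.12 ± 0.35 and -0.87 ± 0.30). With the column set as covariate the calls of Tcf7 (1.03 ± 0.26), Id3 (1.41 ± 0.42), Il7r (1.09 ± 0.32) and Bach2 (0.94 ± 0.28) ended with smaller folds (adjusted p 0.0755, 0.116, 0.114 and 0.115). Rescaled to the CD3 genes, S phase and G2 and M phase genes had 0 called (medians -0.35 and -0.28).

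Co-inhibitory receptors had 1 of 19 higher and 2 lower, with a median of -0.08 (camera adjusted p = 0.0740). Rescaled to the CD3 genes, which brings the median of all genes to 0.39, it read 0.37, which says nothing on direction. The list passed as lower with the filters of 10 in 13 (-0.66, 0.0267) and 10 in 3 libraries (-0.66, 0.0114) and without A5 (-0.32, 0.0165), A3 (-0.17, 0.0312) or B3 (-0.15, 0.0299). Lag3 was lower by limma (-2.07, adjusted p = 0.0301), but not without A6 (0.145) or A9 (0.273), in a range from 0.00554 to 0.372; with the column set it was at -1.83 ± 0.55 (0.126), from -2.07 ± 0.52. Immediate early and heat shock genes had 3 of 16 higher (12 adjusted over the list alone, median 0.93, camera adjusted p = 3.1e-09, and adjusted p = 0.105 with an estimated correlation; 0.24 with the marker scores). Killer cell lectin-like receptors had 0 of 11 called by limma and 0 adjusted over the list alone (median -0.74, camera adjusted p = 0.00698, and adjusted p = 0.364 with an estimated correlation), and no longer passed with the marker scores (-0.34, 0.224). Cytosolic ribosomal protein genes had 8 of 78 higher (32 adjusted over the list alone, median 0.25, camera adjusted p = 3.7e-15, and adjusted p = 0.364 with an estimated correlation). Co-stimulatory receptors had 1 of 11 lower and glycolysis genes 1 of 16 lower (camera adjusted p = 0.0148 and 0.0115, and adjusted p = 0.364 and 0.513 with an estimated correlation); their medians were -0.47 and -0.24, and read 0.02 and 0.27 under the same shift by the CD3 genes. Glycolysis genes no longer passed without A5 (0.0505) or A6 (0.103). Chemokines and their receptors had 3 of 16 lower with a median of 0.09 and a mean of -0.10 (camera adjusted p = 0.837), transcription factors 1 of 19 lower, Prdm1 itself (0.144, and 0.0368 without A5 and 0.0417 without B3), and ectonucleotidases 1 of 9 lower (0.537). Residency genes had 1 of 11 higher and 1 lower (0.537), interferon-stimulated genes 1 of 15 higher (0.0548; 0.0506 over the 16 lists used for the alternatives, and down to 0.00555 without A5), and effector cytokines 0 of 6 called (0.462).

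All 14 macrophage and monocyte markers were higher adjusted over the list alone and 2 over all genes (median 2.65, camera adjusted p = 1.1e-10, and adjusted p = 0.203 with an estimated correlation). Retnla rose by 4.87 ± 0.55, from 0.621 to 39.3 (adjusted p = 2.78e-05), in all 42 alternatives in which it was tested. Ear2 (3.25 ± 0.75), Mgl2 (3.08 ± 0.77), Cd300ld (2.67 ± 0.62), Emr1 (2.72 ± 0.72), the protease inhibitor gene Timp1 (2.92 ± 0.57) and the interferon-induced Ifitm1 (2.58 ± 0.63) rose with adjusted p of 0.0212, 0.0282, 0.0210, 0.0365, 0.00663 and 0.0270. In the same order, these were 0.183, 0.208, 0.156, 0.214, 0.0603 and 0.124 without A9. Without A6 the calls of Mgl2 (0.0976), Cd300ld (0.109), Emr1 (0.0978) and Ifitm1 (0.0649) ended, and without A5 those of Emr1 (0.0624) and Ifitm1 (0.0876). With the column set as covariate the calls of Ear2 (2.65 ± 0.79, 0.119), Mgl2 (2.55 ± 0.83, 0.152), Cd300ld (2.42 ± 0.69, 0.108), Emr1 (2.24 ± 0.76, 0.171) and Ifitm1 (2.19 ± 0.69, 0.139) ended, with smaller folds and wider errors. The highest p of the 6 genes were 0.611, 0.816, 0.622, 0.870, 0.191 and 0.405, all with the marker scores, where Ear2 was at 0.81 ± 0.53, Mgl2 at 0.43 ± 0.53 and Cd300ld at 0.75 ± 0.50. Emr1 is itself in the macrophage score, and with it left out its fold change was 0.32 ± 0.46 (adjusted p = 0.847), while Timp1 kept 2.21 ± 0.59 and Ifitm1 1.83 ± 0.81. Igfbp4 rose by 2.58 ± 0.48 (27.1 to 151, adjusted p = 0.00622) and stayed called with the marker scores (0.023), with its only loss at 0.0519 with the column letter as covariate. Of the other marker lists, CD8 T cell markers had a median of -0.41 (camera adjusted p = 0.0115, and adjusted p = 0.499 with an estimated correlation), B cell 0.77 (0.0249; 0.125), neutrophil 0.58 (0.0479; 0.364) and erythroid 1.57 (0.0236; 0.376), with 0 members called over all genes by limma. Dendritic cell markers had a median of -0.18 and a mean of 0.90 (camera adjusted p = 0.407), NK cell 1.24 (0.305), melanoma 0.98 (0.0804), fibroblast and endothelium 0.58 (0.165), and CD4 and regulatory T cell -0.11 with 1 of 6 lower (0.830).

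c-Maf cKO against wild type. Gzmb averaged 581 in c-Maf cKO against 480 in all wild-type libraries, Havcr2 47.6 against 45.3, Pdcd1 286 against 196 and Tcf7 61.4 against 58.0. Against the 4 wild-type libraries of the same column set the picture differs: these averaged 778 for Gzmb (exact permutation p = 0.343), 66.2 for Havcr2 (p = 0.0286, with all 3 knockout libraries below all 4), 295 for Pdcd1 (p = 0.829) and 36.7 for Tcf7 (p = 0.0857), unadjusted over the 7 genes looked at. No gene passed the threshold: limma called 0 of 12251 genes, with 755 at an unadjusted p under 0.05, and 0 of 835 in the unnamed class. Leaving out A3, A4, B7, B10, C1 or C2 gave 1 call each. The simulated changes of 1 and 2 on the log2 scale were recovered in 74% and 98% at this group size. Power in the real libraries was not tested. C1, the library labelled c-Maf cKO with Maf signal in the wild-type range, is 1 of the 3.

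The 5 genes with the smallest unadjusted p, none past the threshold, were the kinase activator Prkra (-1.63 ± 0.30, adjusted p = 0.0591), the uncharacterised 1810044D09Rik (-1.37 ± 0.26, 0.0591), the peroxisome biogenesis gene Pex10 (-1.44 ± 0.27, 0.0591), the cytokine receptor Il20ra (1.10 ± 0.21, 0.0648) and the potassium channel Kcnj8 (-1.30 ± 0.30, 0.354). Prkra was past the threshold in 7 of 42 alternatives (adjusted p 0.00795 without A4 and 0.0097 without C2, range 0.00795 to 0.904), 1810044D09Rik in 4 (0.0144 without A3, range 0.0144 to 0.840), Pex10 in 4 (0.0378 without B7, range 0.0189 to 1) and Il20ra in 3 of 41 (range 0.0127 to 1). Among list members, the chemokine receptor Ccr4 was at 0.96 ± 0.32 (adjusted p = 0.695) and the antiviral gene Rsad2 at 1.11 (0.793). With 0 members called by limma in any list, S phase genes had a median of 0.33 (camera adjusted p = 0.000201, and adjusted p = 0.805 with an estimated correlation) that turned to -0.12 with the column set as covariate, interferon-stimulated genes 0.36 (0.00603; 0.805), co-stimulatory receptors 0.30 (0.0266; 0.805) and melanoma markers -1.27 (0.00555; 0.866). Interferon-stimulated genes and co-stimulatory receptors no longer passed without C1 (0.24, 0.636 and 0.29, 0.166) and with the column set (0.21, 0.0567 and 0.15, 0.0583). The camera adjusted p of the other lists ranged from 0.0869, for ribosomal protein genes (median -0.06), B cell (-0.45) and fibroblast and endothelium markers (-0.68), to 0.982. Medians included 0.22 for co-inhibitory receptors, -0.02 for cytotoxic effectors, 0.04 for naive, memory and stem-like genes (0.22 with the column set, camera adjusted p = 0.000434), and 0.18 for G2 and M phase genes, which passed as higher without C1 (0.32, camera adjusted p = 0.0146) but turned to -0.34 and passed as lower with the column set as covariate (camera adjusted p = 0.000275). Ribosomal protein genes passed as lower with the column set (-0.18, 2.95e-17), the upper quartile (-0.22, 9.74e-13), genes detected (-0.14, 1.33e-09) and the CD3 genes (-0.29, 2.48e-07).

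Prdm1/c-Maf cDKO against Prdm1 cKO. Cells lacking c-Maf in addition to Prdm1 had higher signal of the histone gene Hist1h4c, the interferon-induced GTPase Gbp9 and the membrane protein Tmem71. Lower were the macrophage-associated Retnla and Mgl2 and the neuropeptide precursor Penk. Limma called 48 genes, 8 higher and 40 lower (1544 at an unadjusted p under 0.05; 2 of 835 in the unnamed class), but 0 with the column set as covariate. The 2 groups share no column set, so that fit compares them only through the wild-type libraries of each set, and the lost calls alone do not show whether the differences hold. With it Hist1h4c was at 2.15, Gbp9 at 1.45, Penk at -3.91, Tmem71 at 0.88 and Mgl2 at -3.21. The count was 3 without A2, 11 without A5, 11 without A9, 15 without A1, 74 without A7, 82 without B3 and 142 without A6.

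Hist1h4c rose by 1.96 ± 0.40 (1.45 to 8.57, adjusted p = 0.0276), Gbp9 by 1.39 ± 0.29 (9.45 to 24.1, 0.0276) and Tmem71 by 1.33 ± 0.29 (9.44 to 22.8, 0.0376). The highest of their adjusted p over the alternatives were 0.280, 0.303 and 0.411. Without A2 the values were 0.142, 0.153 and 0.160 and without A1 0.126, 0.0811 and 0.110; Gbp9 and Tmem71 also lost their calls without A5 (0.142 and 0.166) and C2 (0.0510 and 0.0524), Hist1h4c and Gbp9 without A9 (0.143 and 0.0617), and Tmem71 without B5 (0.0503). Penk averaged 31.4 in Prdm1 cKO and 0.95 in cDKO (-4.06 ± 0.80, adjusted p = 0.0276; 0.101 without A5, 0.0839 without A9, 0.0510 without C2 and 0.153 without A2, up to 0.280 with the marker scores). Retnla averaged 39.3 in Prdm1 cKO and was listed at 0 in all cDKO libraries (adjusted p = 0.000747; 0.118 with the column set, the only one of 42 alternatives without a call). Mgl2 fell by 4.38 ± 1.0 (adjusted p = 0.0498) and was called in 18 of 42 alternatives, with 0.226 without A9 and 0.184 without A2, and 0.398 with the column set.

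Co-inhibitory receptors had 0 of 19 called and 5 lower adjusted over the list alone (median -0.75, camera adjusted p = 0.00307, and adjusted p = 0.522 with an estimated correlation). The median was -1.04 with the column set, but the list no longer passed without A1 (-0.51, 0.0712) or A5 (-0.50, 0.0513) and with the filters of 10 in 13 (-0.25, 0.326) and 10 in 3 libraries (-0.59, 0.0969). Chemokines and their receptors had 1 of 16 lower and 5 adjusted over the list alone (median -1.04, camera adjusted p = 1.5e-05, and adjusted p = 0.224 with an estimated correlation), and transcription factors 1 of 19 lower (median -0.30, 0.0184; 0.522). Transcription factors no longer passed without A1 (-0.04, 0.190) or A5 (-0.29, 0.175) and with the column set (-0.25, 0.117). Naive, memory and stem-like genes had a median of 0.54 (camera adjusted p = 0.00154; 0.522), ribosomal protein genes 0.24 (7.6e-12; 0.522) and immediate early and heat shock genes -0.45 (0.00328; 0.522), with 0 called. The last no longer passed with the column set (0.01, 0.61) or without A9 (0.200) or C2 (0.0972). All 14 macrophage and monocyte markers were lower adjusted over the list alone and 0 over all genes (median -3.53, camera adjusted p = 4.3e-15; 0.224), and dendritic cell markers had a median of -0.85 (0.00513; 0.522). Cytotoxic effectors (median 0.00, camera adjusted p = 0.756) and both cell cycle lists (0.06 and -0.17; 0.756 and 0.401) had 0 members called, and the camera adjusted p of the other lists lay between 0.186 and 0.918. Without C2, residency genes (median -0.43, 0.00207), effector cytokines (-1.06, 0.00185) and glycolysis genes (0.35, 0.000936) passed, and without A6 G2 and M phase genes (-0.30, 0.0275).

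Prdm1/c-Maf cDKO against c-Maf cKO. In cDKO, Gzmb and Ccl3 were lower than in c-Maf cKO. By camera with the preset correlation the co-inhibitory and cell cycle lists were lower and the naive and memory list higher. None of these lists passed with an estimated correlation. The comparison uses the same 3 cDKO libraries as that against wild type, so the 2 are not independent. Gzmb fell by 4.94 ± 0.72 (581 to 22.8, adjusted p = 0.000666, up to 0.0358 over 44 alternatives), Ccl3 by 4.89 ± 0.82 (0.00133; 0.0501 at -4.26 ± 1.03 with the column set and 0.0666 with only the groups compared) and Serpine2 fell by 4.60 ± 0.91 (0.00381; 0.202 at -3.38 ± 1.17 with the column set). Apol11b rose by 2.93 ± 0.62 (0.00435; 0.159 at 2.50 ± 0.82 with the column set, up to 0.223 at 1.06 ± 0.51 with the marker scores), Hbb-b1 by 7.31 ± 1.76 (0.0122; 0.0629 without A2, 0.0556 at 9.0 ± 2.2 with the column set, up to 0.322) and Alas2 by 3.61 ± 1.08 (0.0363; 0.0796 to 0.214 without B10, B11, C1, A1 or A2, 0.213 at 4.1 ± 1.5 with the column set, up to 0.924). In all, 1150 genes were called, 463 higher and 687 lower (50 of 835 in the unnamed class), with 132 under the column set, 646 without B10, 753 without B11, 690 without C1 (with Maf signal), 617 without A1 and 432 without A2.

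Naive, memory and stem-like genes had 12 of 18 higher (15 adjusted over the list alone, median 1.67, camera adjusted p = 7.0e-13, and adjusted p = 0.146 with an estimated correlation). Co-inhibitory receptors had 6 of 19 lower (median -1.19, 2.5e-05; 0.159), cytotoxic effectors 1 of 17 higher and 4 lower (median -1.47, 1.5e-05; 0.167) and co-stimulatory receptors 4 of 11 lower (median -0.54, 0.00136; 0.167). Transcription factors had 6 of 19 lower (median -0.65, 0.000226; 0.167) and chemokines and their receptors 7 of 16 lower (median -1.36, 0.000101; 0.159). S phase genes had 12 of 18 lower (median -1.09, 4.3e-11; 0.159), G2 and M phase genes 8 of 20 lower (median -1.08, 2.7e-09; 0.167) and ribosomal protein genes 48 of 78 higher and 1 lower (median 0.54, 3.1e-29; 0.159). Erythroid markers had 2 of 5 higher (median 4.37, 0.000282; 0.159), B cell markers 2 of 4 higher (1.10, 0.0147; 0.146), macrophage markers 0 of 14 called by limma (-1.12, 0.0321; 0.699) and CD8 T cell markers 1 of 8 lower (-0.47, 0.0266; 0.611). The camera adjusted p of the other lists lay between 0.0738 and 0.735.

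Prdm1 cKO against c-Maf cKO. The 2 single knockouts differed in some killing genes, among them Gzmb and Prf1, and in the macrophage-associated Retnla. The cytotoxic and macrophage lists did not pass with an estimated correlation, and 0 genes were called with the column set. Gzmb fell by 5.53 ± 0.72 from c-Maf cKO to Prdm1 cKO (581 to 15, adjusted p = 0.00129; 0.157 at -4.44 ± 0.85 with the column set, the only loss in 44 alternatives), Prf1 by 3.75 ± 0.78 (241 to 17.0, 0.0263) and Ccl1 by 3.77 ± 0.86 (0.0341). Retnla rose by 4.10 ± 0.71 (0.0108), and the mucin-type Pdpn (2.85 ± 0.72, 0.0480) and the myelin protein Pmp22 (2.83 ± 0.74, 0.0492) passed by a small margin. In all, 187 genes were called, 72 higher and 115 lower (11 of 835 in the unnamed class), and 0 with the column set. Leaving out 1 library moved the count beyond 1.5 times in 16 of 25 cases, down to 5 without B10, 12 without B11, 39 without A9, 55 without A6 and 65 without C1, and up to 312 without B3 and 322 without A5. The other 9 of these, A8, A11, A12, B5, B9, B1, B2, A1 and A2, gave 92 to 121.

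The calls of Prf1 and Ccl1 ended without B10 (adjusted p 0.0665 and 0.119), B11 (0.0829 and 0.0904), C1 (0.0566 and 0.0536) or A6 (0.0503 and 0.0917), that of Prf1 without A9 (0.0568) and that of Ccl1 without A5 (0.0677); the highest p over the alternatives were 0.651 and 0.565. Retnla lost its call without B10 (0.0665) or B11 (0.0511), up to 0.395 with the column set. Pdpn and Pmp22 were called in 16 and 14 of 42 alternatives, and lost their calls without any of 17 and 19 libraries (up to 0.133 and 0.138). S phase genes had 9 of 18 lower (median -1.17, camera adjusted p = 7.3e-14, and adjusted p = 0.213 with an estimated correlation), cytotoxic effectors 3 of 17 lower (-1.54, 4.7e-07; 0.218) and naive, memory and stem-like genes 2 of 18 higher (0.95, 5.2e-08; 0.218). G2 and M phase genes had 1 of 20 lower (-0.93, 6.7e-09; 0.243), co-stimulatory receptors 2 of 11 lower (-0.83, 0.000978; 0.218), immediate early genes 1 of 16 higher (0.93, 5.1e-05; 0.218) and ribosomal protein genes 6 of 78 higher (0.30, 2.7e-13; 0.389). Co-inhibitory receptors had 1 of 19 higher and 1 lower (-0.51, 0.0289; 0.463), transcription factors 1 of 19 lower (-0.55, 0.0461; 0.486), and macrophage and melanoma markers 0 called by limma (2.27 and 2.25, 8.3e-06 and 0.00193; 0.389 and 0.48). CD8 T cell (-0.59, 0.00331; 0.460), B cell (1.20, 0.00391; 0.114), erythroid (2.45, 0.00683; 0.339) and fibroblast and endothelium markers (1.26, 0.0289; 0.218) also had 0 called, and the camera adjusted p of the other lists lay between 0.0797 and 0.881.

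Departure from additivity. Whether losing c-Maf has the same effect in Prdm1-deficient and Prdm1-sufficient cells was tested as an interaction. Only Retnla passed: it averaged 0.621 in wild type, 39.3 in Prdm1 cKO, 3.80 in c-Maf cKO and 0 in cDKO (adjusted p = 0.00413). The c-Maf cKO mean rests on C1 alone (11.39), as B10 and B11 were at 0. The departure of -6.08 lost its call with the column set (-5.26 ± 1.10, 0.369), the marker scores (-4.26 ± 0.74, 0.0549) and a filter of 10 in 3 libraries (-6.08, 0.0910). It stayed negative in each, so the lost calls do not show that it is absent. Whether it lies in T cells was not tested. Limma called this 1 gene among 1436 with an unadjusted p under 0.05, and between 1 and 92 genes with a library left out (92 without A6, 30 without C2, 20 without A7, 17 without B6, 14 without A10, 12 without A11, 12 without B7, 9 without A9, 9 without B3 and 2 without B11). The next smallest unadjusted p, not past the threshold (adjusted p = 0.052 each), belonged to the lysosomal protease Ctsb (-2.12), Trim47, a ubiquitin ligase gene (-2.98), the clone-named 2010016I18Rik (2.01) and the mitochondrial calcium uniporter subunit Ccdc109b (-3.28); they passed in 15, 17, 16 and 17 of their alternatives, among them those without A7, A10, A11, A6, B7, B3 or B6 (adjusted p 0.0116 to 0.0486).

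Shared changes of the knockouts. The genes called in both cDKO and Prdm1 cKO against wild type moved the same way: 67 were higher in both, 114 lower in both and 0 opposite, against 9.88 and 15.7 for independent lists, a reference that leaves out the shared wild-type libraries. Across genes, which are not independent replicates, the log2 fold changes correlated at r = 0.388, against a simulated mean of 0.175 and maximum of 0.568 from the shared wild-type libraries alone; the covariance was 0.112 against 0.0184 simulated (maximum 0.0808). With separate wild-type libraries for each comparison the median r over 20 divisions was 0.327 (range 0.204 to 0.437). For c-Maf cKO the correlation was -0.152 with cDKO and -0.114 with Prdm1 cKO (covariances -0.0277 and -0.0213 against 0.015 and 0.0223 simulated; -0.201 and -0.184 with separate wild-type libraries).

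Variation within wild type. Wild-type libraries with more Prdm1 had more co-inhibitory receptor signal. Over the 16 wild-type libraries, log2 Prdm1 correlated with the mean log2 value of the 19 co-inhibitory genes at Pearson r = 0.822 (permutation p = 8e-05, 0.00016 adjusted over 2 relations) and Spearman rho = 0.821 (permutation p = 0.0001, adjusted 0.0002). Without B5 and B3, the 2 libraries farthest from the median, r was 0.703 (permutation p = 0.00362, 14 libraries). Within column set 1, the only set with at least 6 wild-type libraries, r was 0.426 (exact permutation p = 0.359, n = 7), and with each set's mean removed r was 0.796 (permutation p = 0.00034). The melanoma score correlated with the co-inhibitory mean at r = -0.62, and given the CD3 mean and the 3 marker scores the partial correlation with Prdm1 was 0.444 (permutation p = 0.146). For Maf, r was -0.465 (permutation p = 0.07) and rho -0.452 (permutation p = 0.0801); without B8 and B1 r was -0.322 (permutation p = 0.263), and within set 1 it was 0.280 (exact permutation p = 0.519, n = 7).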

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

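The tests of the 3 patterns weighed below were chosen only after those patterns were seen and were written down before they were run. The rule for lists was changed from camera with an estimated correlation, which picked out 0 lists, to camera with the preset correlation, which picked out 8, after both outcomes were known. The splits of the libraries were set before. The results in this part are those for which the effect of losing c-Maf differed between Prdm1-deficient and Prdm1-sufficient cells by a test of that difference. Retnla had a departure from additivity of -6.08 ± 0.90 on the log2 scale (adjusted p = 0.00413), a fitted value and no bound, since it was listed at 0 in all 3 cDKO libraries. The call held in 38 of 41 alternatives (adjusted p from 5.0e-07 to 0.369), with the sign kept in the others. Macrophage RNA is a candidate source (score 6.48 in Prdm1 cKO, 2.83 in cDKO and 5.89 in C1). Chance cannot be excluded for the number of genes in this test: 10 of 100 splits of the libraries gave at least the 1 gene found, and a split with 272 points to a structure of the samples, which can include genotype, since these splits mix the 4 groups.

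Among lists, the median departure was -1.08 for co-inhibitory receptors (camera adjusted p = 0.00214, and unadjusted p = 0.0912 with an estimated correlation), -1.16 for chemokines and their receptors (2.2e-05 and 0.0101), -0.39 for transcription factors (0.00735 and 0.147) and 0.50 for naive, memory and stem-like genes (0.00867 and 0.232). It was -0.41 for immediate early and heat shock genes (0.00493 and 0.128), -3.88 for macrophage and monocyte markers (1.9e-12 and 0.0289), 2.57 for erythroid markers (0.0407 and 0.182) and 0.27 for ribosomal protein genes (3.4e-11 and 0.202). With adjustment over the lists, the estimated correlation gave 0.262 for chemokines, 0.376 for macrophage markers and 0.524 to 0.537 for the others. The departures of co-inhibitory receptors and chemokines show in few single genes: against Prdm1 cKO, cDKO had 0 of 19 and 1 of 16 members called by limma. They rest on the preset correlation, on a co-inhibitory difference between cDKO and Prdm1 cKO that ended without A1 (0.0712) or A5 (0.0513), and on a c-Maf cKO group in which C1 has Maf signal within the wild-type range. Within its own column set c-Maf cKO also had lower Havcr2 (66.2 to 47.6, exact permutation p = 0.0286). This p is the smallest that 35 splits allow and is unadjusted over the genes looked at. Whether c-Maf cKO is unchanged is therefore open.

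The first pattern weighed is the fall of inhibitory and killing genes in cDKO, whose 16 called-lower members had a median log2 fold change of -2.17. A lower share of T cell RNA as the whole cause is argued against by a median of -2.01 after rescaling to the CD3 genes, with 13 of the 16 still called. A difference between column sets is argued against by -2.38 with the column set as covariate (10 called), and RNA from melanoma, macrophage or erythroid cells by -1.92 with the 3 marker scores as covariates (11 called). Splits that ignore the column set exclude chance for the number of genes called: 1 of 100, the real one, gave as many as 1463 and the highest other gave 145. Of 17 cytotoxic effectors, 7 were also lower in Prdm1 cKO (median -1.75, and -1.56 with the column set) and 0 were called by limma in c-Maf cKO (-0.02 and -0.30). With an estimated correlation the list passed neither in Prdm1 cKO nor between the single knockouts. C1 also has Maf signal, so a share of c-Maf loss is open. Effects of depth, animal and litter were not tested (with sex as covariate 1358 genes were called).

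The second pattern is the rise of macrophage genes in Prdm1 cKO, seen in the most abundant markers: Lyz2 averaged 202 in wild type and 1037 in Prdm1 cKO, and Apoe 190 and 601. RNA from macrophages carried along with the isolated T cells is a candidate source. For 14 of the 14 markers the change lay within 1 log2 unit of that predicted from the other markers over the wild-type libraries (median 2.65 observed, 2.75 predicted). For the 8 genes with the largest rise the test decides nothing, by a rule made stricter after the result was seen: with the marker scores as covariates 2 stayed called, Retnla (3.49) and Igfbp4 (2.79), but Timp1 (2.21) and Ifitm1 (1.83) lost their calls with most of the fold kept, and Emr1 is itself in the score. Within column set 1 the wild-type library A7 had a score of 6.45, above A5 (5.96) and A6 (6.07), so the group and its set are not cleanly apart. The labels name isolation of CD8+ T cells without a gate; 0 of the 14 markers are in another list and 14 have a wild-type mean of at least 1, and whether Prdm1 loss changes the number or state of macrophages in the tumour was not tested.

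The third pattern is the rise of haemoglobin genes in cDKO. Hba-a1 averaged 230 in wild type and 1877 in cDKO, and Hbb-b1 22.2 and 251, with erythroid scores of 7.16 in A1 and 8.23 in A2 against 3.50 in C2 and 0.29 to 6.38 over the wild type. RNA from erythroid cells could give this: 4 of the 5 markers lay within 1 log2 unit of the prediction from the other markers (median 3.61 observed, 2.83 predicted). A difference between column sets is argued against by a median of 3.6 with the column set as covariate, with 2 of 5 called. Blood carried into the tumour preparation of A1 and A2 and an effect of genotype are both open; 0 of the 5 markers are in another list and 5 have a wild-type mean of at least 1.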

How the results depend on the processing

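Chosen after the data were seen were the alternatives so named above, the marker scores without the tested gene and the wild type of the same set. The others were set before. No paired analysis was possible because the columns carry no replicate number, so the fits with and without one were not run, nor were tests that need counts. Sequencing depth is unknown, so its effect on low values cannot be stated. Where no cause is given, the cause was not tested.

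Over all alternatives, 207 of 307 counts of called genes stayed within 1.5 times and 100 moved; 2632 of 2752 list results kept their side of the threshold, 66 passed it newly, 42 no longer passed and 12 changed direction with a call on either side; and 9490 of 10225 results of named genes kept their side, 219 passed newly, 514 no longer passed and 2 changed direction with a call. Without a call on either side, the sign also changed in 105 list results, with the column set for example in the co-inhibitory median of c-Maf cKO (0.22 to -0.07) and of Prdm1 cKO (-0.08 to 0.017), and in 69 results of named genes. Camera p of the alternatives are adjusted over 16 lists without the cell type markers, against 26 with a camera p in the report. By either, each of the 16 lies on the same side of the threshold in the report. All 7 alternatives of the correlations kept their direction. Prdm1 with co-inhibitory receptors was at 0.703 and 0.797 and Maf at -0.322 and -0.458. Fold changes correlated at 0.327, -0.201 and -0.184 with separate wild-type libraries. A p-value was computed only without the 2 farthest libraries, where both relations kept their side of the threshold. Outside the 7, within set 1 and as a partial correlation, Maf turned to 0.280 and 0.135 and Prdm1 was at 0.426 and 0.444.

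Counts that moved, by setting. Against 0 in c-Maf cKO and 1 for additivity, a pseudocount of 0.5 gave 3 and 14. A pseudocount of 10 gave 1 in c-Maf cKO, 103 for cDKO against Prdm1 cKO (48) and 15 for additivity. No filter gave 17, 77 and 7 for the same 3. The filter of 10 in 13 libraries, which tests fewer genes, gave 279 in Prdm1 cKO (423), 29 for cDKO against Prdm1 cKO and 0 for additivity, where Retnla was not tested; 1 in 13 gave 27 and 0 for the last 2, and 10 in 3 gave 0 for additivity (1379 in cDKO and 355 in Prdm1 cKO). Upper-quartile rescaling gave 12 and quantile normalisation 18 for additivity. The number of detected genes as covariate gave 4 for Prdm1 cKO against c-Maf cKO (187) and 18 for additivity. Array weights gave 2634 in cDKO (1463), 1 in c-Maf cKO, 99 for cDKO against Prdm1 cKO, 1852 against c-Maf cKO (1150), 61 for Prdm1 cKO against c-Maf cKO and 4 for additivity. Without trend and robust options the counts were 4 in c-Maf cKO, 121 for Prdm1 cKO against c-Maf cKO and 14 for additivity. With only the groups compared they were 1 in c-Maf cKO, 95 for cDKO against Prdm1 cKO and 681 against c-Maf cKO.

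The column set gave 977 in cDKO, within 1.5 times of 1463, but 59 in Prdm1 cKO, 132 for cDKO against c-Maf cKO, and 0 for cDKO against Prdm1 cKO, Prdm1 cKO against c-Maf cKO and additivity; these last 3 compare groups of different sets through the wild type. The column letter gave 41 in Prdm1 cKO, 587 for cDKO against c-Maf cKO, 5 for Prdm1 cKO against c-Maf cKO and 23 for additivity. Sex gave 116 for Prdm1 cKO against c-Maf cKO. Marker scores gave 1220 in cDKO, but 16 in Prdm1 cKO, 1 for cDKO against Prdm1 cKO, 766 against c-Maf cKO, 2 for Prdm1 cKO against c-Maf cKO and 0 for additivity. Rescaling to the CD3 genes gave 654 in Prdm1 cKO and 486 for Prdm1 cKO against c-Maf cKO, and an equal total without Rn45s 635 and 300, and 13 for additivity.

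Rescaling also moved the balance of higher to lower genes. Beside cDKO and Prdm1 cKO, given above, the CD3 genes turned 463 to 687 for cDKO against c-Maf cKO into 973 to 114, and 72 to 115 for Prdm1 cKO against c-Maf cKO into 457 to 29. These follow a shift of the median of all genes to 0.50 and 0.57 (-0.19 in c-Maf cKO, 0.14 for additivity). Median-of-ratios factors gave 293 to 211 in Prdm1 cKO and 81 to 85 for Prdm1 cKO against c-Maf cKO. The upper quartile gave 622 to 401 for cDKO against c-Maf cKO and 164 to 60 for Prdm1 cKO against c-Maf cKO. The medians of all genes were then at 0.11 and 0.14 (-0.13 in c-Maf cKO, 0.12 for additivity). Quantile normalisation gave 515 to 491 for cDKO against c-Maf cKO and 19 to 50 for cDKO against Prdm1 cKO (8 to 40). A total without Rn45s gave 219 to 416 in Prdm1 cKO and 74 to 226 for Prdm1 cKO against c-Maf cKO.

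Leaving out each library in turn gave 511 (without A2) to 1697 (without B3) calls in cDKO, 78 (A9) to 689 (B3) in Prdm1 cKO and 0 to 1 in c-Maf cKO. It gave 3 (A2) to 142 (A6) for cDKO against Prdm1 cKO, 432 (A2) to 1312 (B3) for cDKO against c-Maf cKO, 5 (B10) to 322 (A5) for Prdm1 cKO against c-Maf cKO and 1 to 92 (A6) for additivity.

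Results that changed direction with a call on either side were these. With the CD3 genes, which bring the median of all genes to 0.31 in cDKO and 0.39 in Prdm1 cKO, 6 results changed sign through that rescaling and say nothing on the direction of a list: medians turned to 0.13 for co-stimulatory receptors and 0.18 for glycolysis in cDKO, to 0.37 for co-inhibitory receptors, 0.022 for co-stimulatory receptors and 0.27 for glycolysis in Prdm1 cKO, and Ldha, a glycolysis gene, turned from -0.42 to 0.008 in cDKO. With the column set, S phase genes turned to -0.12 and G2 and M phase genes to -0.34 in c-Maf cKO, and glycolysis to 0.27 and immediate early genes to 0.011 for cDKO against Prdm1 cKO. With marker scores, which hold Alas2 itself, Alas2 turned to -0.019 in cDKO. With the filter of 10 in 13 libraries chemokines turned to -0.61 in Prdm1 cKO, over fewer genes. Leaving out single libraries, the glycolysis median ran from -0.456 (without A2) to 0.101 (without C2) in cDKO and from -0.197 (A2) to 0.354 (C2) for cDKO against Prdm1 cKO.

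Splits of the same group sizes, ignoring the column set, were refitted. Of 100, only the real one gave the 423 calls of Prdm1 cKO, and others at most 58. With the set as covariate about as few were called, so a set effect is open. For c-Maf cKO the splits say nothing about chance, since all 100 must reach its 0 calls. The highest other gave 81, which points to a structure of the samples. With 10 splits of 6 libraries a share under 0.05 cannot be reached: the real split gave 48 calls against 4 at most in the others for cDKO against Prdm1 cKO, 1150 against 1 for cDKO against c-Maf cKO and 187 against 3 for Prdm1 cKO against c-Maf cKO.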

Other observations

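The gene groups of this part were chosen after the called genes were seen, by reading them and by counting 18 symbol patterns. No test of a group is given, since it would use the calls that prompted the group; the members were refitted under the alternatives. The proteasome and wild-type tests at the end were also chosen after these results were seen, and were written down before they were run. In cDKO some S100 and annexin genes, which encode calcium-binding and membrane-organising proteins, were lower. Of 19 S100 and annexin genes tested, 7 were lower and 0 higher against wild type (median -0.54). S100a4 fell by 2.89 ± 0.49, S100a11 fell by 1.76 ± 0.30 and Anxa2 fell by 1.49 ± 0.27, in all 44 alternatives each. In Prdm1 cKO 0 of the 19 were called by limma, but the same 3 genes were at -0.76, -0.58 and -0.63. A difference between cDKO and Prdm1 cKO is not shown, as the adjusted p between these groups was 0.133, 0.157 and 0.279. Without A1 4 of the 19 were lower in cDKO, and without A2 3.

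Some genes of serpins, which restrain granzymes and other proteases, were lower in the Prdm1-deficient groups: 7 of 11 in cDKO (median -1.14) and 5 of 11 in Prdm1 cKO (median -1.44), with 0 higher. These counts fell to 4 and 2 with the column set, to 5 and 4 when rescaled to the CD3 genes, to 4 without A1 and 3 without A2 in cDKO, and in Prdm1 cKO to 2 without A6 and 0 with the marker scores (median -1.54). Serpina3h in cDKO was called in 17 of 41 alternatives, and in Prdm1 cKO Serpina3g in 29 of 44 and Serpinb6b in 34 of 44. Serpinb8 was at 1.21 in Prdm1 cKO (adjusted p = 0.0536; range 0.0251 to 0.912), higher in 11 of 41 alternatives. Serpina3g fell by 2.27 ± 0.52 in cDKO (adjusted p = 0.00574; 0.0586 without A1 and 0.0870 without A2, range 7.31e-05 to 0.0870). Serpinb9, the inhibitor of granzyme B, fell by 1.38 ± 0.38 in cDKO (adjusted p = 0.0198; 0.165 without A1, 0.0998 without A2 and 0.0747 with the column set, range 0.000558 to 0.165). In Prdm1 cKO Serpinb9 fell by 1.81 ± 0.38 (adjusted p = 0.0138; 0.104 without A6, 0.0800 with the column set, 0.0773 with the column letter and 0.112 with the marker scores, range 0.000515 to 0.112). Klf genes, which encode factors of T cell quiescence and trafficking, had 4 of 11 higher in cDKO (median 0.43; 2 without A1, 1 without A2 and 2 with the marker scores): Klf2 rose by 1.53 ± 0.43 and Klf3 by 1.17 ± 0.32, with calls lost without A2 (adjusted p 0.253 and 0.165, the highest of their alternatives), for Klf3 without A1 (0.0611) and for Klf2 with the marker scores (0.130). Klf13 rose by 0.72 ± 0.16 in all 44 alternatives. Prdm1 cKO had a similar group median, 0.47, with 1 of 11 called, Klf4 at 1.57 ± 0.32 (adjusted p = 0.00916; 0.0941 without A9, range 0.000888 to 0.269). Klf2 and Klf3 are also in the naive, memory and stem-like list.

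Proteasome subunit genes had 16 of 37 members lower in cDKO and 0 higher (median -0.42), with Psma4 at -0.82 ± 0.18 (lost without A2, adjusted p = 0.0656) and Psmb5 at -0.69 ± 0.14. Rescaled to the CD3 genes, 0 of 37 were lower by limma at a median of 0.002. This setting took the median of all genes from -0.029 to 0.305, so the lost calls say nothing on direction. The subunit median stayed below that of all genes. Psma4 was at -0.40 (adjusted p = 0.273) and Psmb5 at -0.27 (0.477), the highest of their alternatives. The column set left 6 lower (median -0.28), without A1 10 and without A2 4. With the mean of the S, G2 and M phase lists as covariate the median was -0.12 and 0 of 37 were called, so the lower proteasome signal may be part of the lower signal of proliferation genes.

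Across the 16 wild-type libraries, Prdm1 and co-inhibitory receptors rose together (r = 0.822, partial r = 0.444 given the CD3 mean and 3 marker scores, permutation p = 0.146). The relation within T cells and shared dilution by RNA of other cells cannot be told apart here, since the partial value lies between the bounds set for each. By limma, 8 genes differed among the wild-type libraries by sex, read from Xist and Y-linked genes.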
